# Characterization of a genetic mouse model of lung cancer: a promise to identify Non-Small Cell Lung Cancer therapeutic targets and biomarkers

**DOI:** 10.1186/1471-2164-15-S3-S1

**Published:** 2014-05-06

**Authors:** Federica Riccardo, Maddalena Arigoni, Genny Buson, Elisa Zago, Manuela Iezzi, Dario Livio Longo, Matteo Carrara, Alessandra Fiore, Simona Nuzzo, Silvio Bicciato, Patrizia Nanni, Lorena Landuzzi, Federica Cavallo, Raffaele Calogero, Elena Quaglino

## Abstract

**Background**

Non-small cell lung cancer (NSCLC) accounts for 81% of all cases of lung cancer and they are often fatal because 60% of the patients are diagnosed at an advanced stage. Besides the need for earlier diagnosis, there is a high need for additional effective therapies. In this work, we investigated the feasibility of a lung cancer progression mouse model, mimicking features of human aggressive NSCLC, as biological reservoir for potential therapeutic targets and biomarkers.

**Results**

We performed RNA-seq profiling on total RNA extracted from lungs of a 30 week-old K-ras^LA1^/p53^R172HΔg ^and wild type (WT) mice to detect fusion genes and gene/exon-level differential expression associated to the increase of tumor mass. Fusion events were not detected in K-ras^LA1^/p53^R172HΔg ^tumors. Differential expression at exon-level detected 33 genes with differential exon usage. Among them nine, i.e. those secreted or expressed on the plasma membrane, were used for a meta-analysis of more than 500 NSCLC RNA-seq transcriptomes. None of the genes showed a significant correlation between exon-level expression and disease prognosis. Differential expression at gene-level allowed the identification of 1513 genes with a significant increase in expression associated to tumor mass increase. 74 genes, i.e. those secreted or expressed on the plasma membrane, were used for a meta-analysis of two transcriptomics datasets of human NSCLC samples, encompassing more than 900 samples. SPP1 was the only molecule whose over-expression resulted statistically related to poor outcome regarding both survival and metastasis formation. Two other molecules showed over-expression associated to poor outcome due to metastasis formation: GM-CSF and ADORA3. GM-CSF is a secreted protein, and we confirmed its expression in the supernatant of a cell line derived by a K-ras^LA1^/p53^R172HΔg ^mouse tumor. ADORA3 is instead involved in the induction of p53-mediated apoptosis in lung cancer cell lines. Since in our model p53 is inactivated, ADORA3 does not negatively affect tumor growth but remains expressed on tumor cells. Thus, it could represent an interesting target for the development of antibody-targeted therapy on a subset of NSCLC, which are p53 null and ADORA3 positive.

**Conclusions**

Our study provided a complete transcription overview of the K-ras^LA1^/p53^R172HΔg ^mouse NSCLC model. This approach allowed the detection of ADORA3 as a potential target for antibody-based therapy in p53 mutated tumors.

## Background

Lung cancer is the most common cause of neoplasia-related death worldwide [1]. The vast majority of lung cancer cases (approximately 80%) are non-small cell lung cancers (NSCLC) and the remaining fraction is small cell lung cancers. Only a minority of NSCLC patients is suitable for radical treatment as curative care. Approximately two thirds of patients are diagnosed at an advanced stage, and of the remaining patients who undergo curative surgery, 30-50% have a recurrence with metastatic disease [2]. The 5-year relative survival rate among patients diagnosed with NSCLC is only 15%. Thus, the conventional treatments (i.e. surgery, radiotherapy and chemotherapy), have apparently reached a plateau of effectiveness in improving survival of advanced NSCLC patients [3]. Thus, the treatment of NSCLC is a major unmet need and new therapies focusing on the molecular mechanisms of lung tumorigenesis are urgently needed [4].

The discovery of new biomarkers for targeted therapies could greatly change the management and prognosis of many patients with NSCLC. Further, knowledge of the molecular pathways and mutational drivers of lung cancer will expand the use of targeted treatments. Hopefully, the identification of new therapeutic targets will provide personalized and precise treatments for lung cancer patients in the near future.

Indeed, considerable efforts were made to discover new molecular biomarkers associated to lung cancer, which could be used as early diagnostic markers or as new specific therapeutic targets to treat patients [5-7]. In our opinion, the identification of oncoantigens (i.e. tumor associated antigens that have a causal role in the promotion of tumor progression) [8,9] could provide new and more promising targets for personalized treatment in NSCLC.

In this study, we sought to identify new candidate biomarkers and/or potential oncoantigens involved in both initiation of lung cancer and/or its progression to an aggressive cancer phenotype. To this aim, we adapted to the lung cancer disease our consolidated pipeline for oncoantigen detection [8,10]. Thanks to the RNA-seq technology we also extended our pipeline to the detection of tumor specific transcript isoforms and fusion proteins [11]. Our pipeline requires the availability of an animal model for the cancer under study [8]. Thus, we used one of the models most closely simulating human metastatic lung cancer [12]. This model is based on the combination of a latent mutant K-ras allele at the endogenous locus (K-ras^LA1^), which is spontaneously activated in vivo [13], and a particular mutation generated at the endogenous p53 allele containing an arginine-to-histidine substitution at codon 172 (p53^R172HΔg^), corresponding to the hot spot mutation at human codon 175 [14-16]. This mouse model develops lung adenocarcinomas with a high incidence of metastases and gender differences in cancer-related death. The use of our pipeline in the framework of metastatic lung cancer model, combined with the power of RNA-seq technology, allowed the identification of ADORA3 as new putative target for antibody-based therapy in mutant p53 tumors.

## Results and discussion

### Characterization of lung tumors of K-ras^LA1^/p53^R172HΔg ^mice by non invasive MRI

A colony of K-ras^LA1^/p53^R172HΔg ^double transgenic mice has been generated in our laboratory, by crossing one p53^R172HΔg ^male with one K-ras^LA1 ^female, kindly provided us by Dr. Lozano (University of Texas, M.D. Anderson Cancer Center). These mice develop autochthonous lung adenocarcinomas with a high incidence of metastases and gender differences in cancer related death thus providing a realistic model of human metastatic lung cancer and an immunocompetent system for studying NSCLC and its prevention by novel agents [12]. By using non-invasive imaging techniques (MRI) for small rodents, a quantification of the number and the size of tumor lesions of K-ras^LA1^/p53^R172HΔg ^mice during time was performed. The progression of lung tumors was monitored at 10, 20 and 30 weeks of age. Tumor lesions resulted as white opaque hyper-intense regions already evident in 10 week-old K-ras^LA1^/p53 ^R172HΔg ^male and female mice (Figure 1A). The analysis of images collected at weeks 10, 20, and 30 weeks of age showed a significant increase in the total tumor volume in both K-ras^LA1^/p53 ^R172HΔg ^males and females during cancer progression (Figures 1B and 1C). Moreover, starting from the 10^th ^week of age, a significant increase in the number and size of lung lesions was observed between males and females, with females developing more lesions than males, as previously reported for survival [12]. These gender differences remain evident from early to advanced/late-stage of the disease (Figures 1B and 1C).

**Figure 1:**
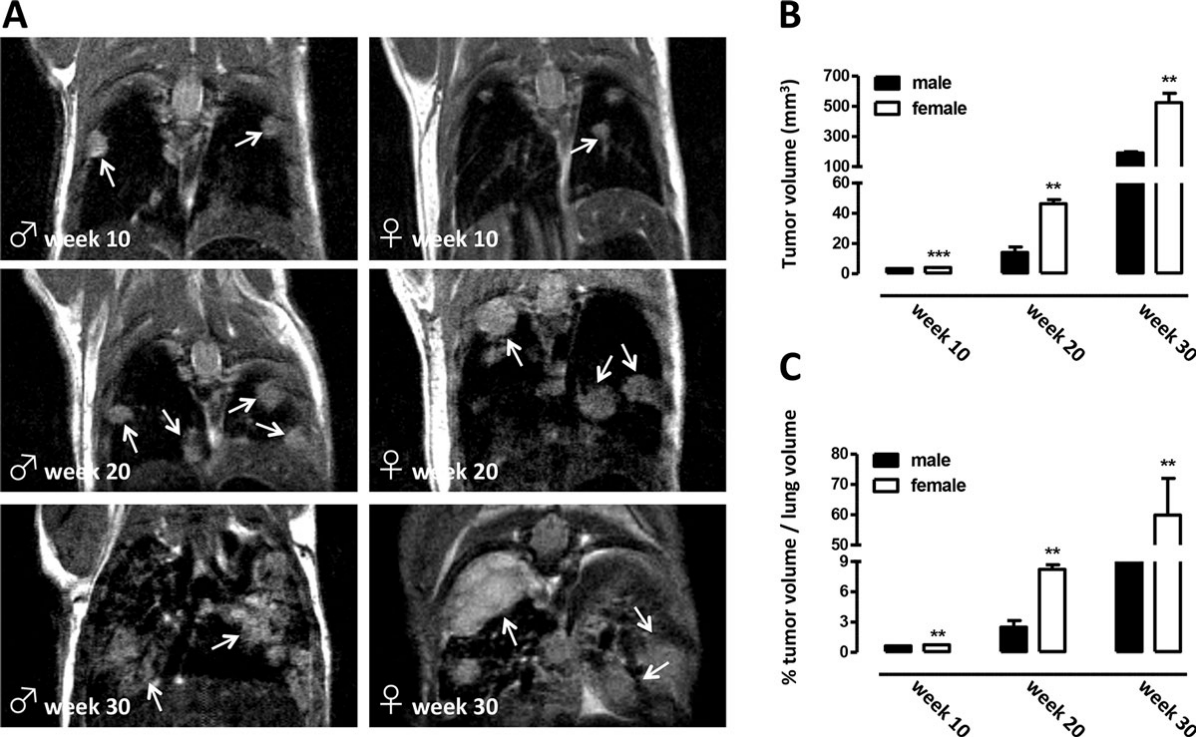
**Non-invasive imaging techniques (MRI) for small rodents**. A: T^2^weighted images of the lungs from 10, 20 and 30 weeks old K-ras^LA1^/p53^R172HΔ ^males (left panels) and females (right panels) mice. Tumors appear as white opaque hyper-intense regions (white arrows). B and C: Quantification of the tumor burden of both males (black bars) and females (white bars) mice at 10, 20 and 30 weeks of age. B: Tumor volume per animal was quantified by calculating the area of visible lung opacities present in each axial image sequence (usually 18-20 per mouse) and then multiplying the total sum of the areas by the distance between each MRI sequence. Data are shown as mean ± SEM of the areas occupied by the tumors in the lung of each mouse (** p = 0.005, *** p = 0.0001, Student' t test). C: Percentage of lung volume occupied by tumors; data are shown as mean ± SEM of each mouse (** p = 0.005, Student' t test).

Histological analysis of lung sections from normal (Figure 2A) and 10 week-old K-ras^LA1^/p53^R172HΔg^ male and female mice showed that white opacities revealed by the MRI analysis correspond to small foci of lung carcinoma growing with lepidic aspect (Figure 2B). These early lesions increase in number and dimensions and, at 20 weeks of age, become sub-pleural and intra-parenchymal tumors (Figure 2C and 2D, respectively), growing in masses with lepidic and solid growth aspects. Like in humans, in which the prevalence of adenocarcinomas of mixed subtypes led, in 2011, to a new WHO classification in which invasive adenocarcinomas are classified by predominant pattern and to the routinely definition of the percentage of histologic subtypes in clinical pathological reports, at 30 weeks of age (Figure 2E,2F,2G,2H), lung adenocarcinomas of K-ras^LA1^/p53^R172HΔg ^mice display, besides a predominance of zones with solid growth (Figure 2E), several types of differentiation, sometimes with prominent papillary growth pattern (Figure 2F), sometimes with less differentiated zones and aspects of large cell carcinoma (Figure 2G). Immunohistochemical analyses showed that these lesions are positive for TTF-1 (Thyroid Transcription Factor-1; Figure 2H), a typical marker of adenocarcinoma [17], and negative for p63, a marker of squamous tumors and for Synaptophysin, Chromogranin, and Neuron Specific Enolase (NSE; data not shown), markers of neuroendocrine tumors [18].

**Figure 2:**
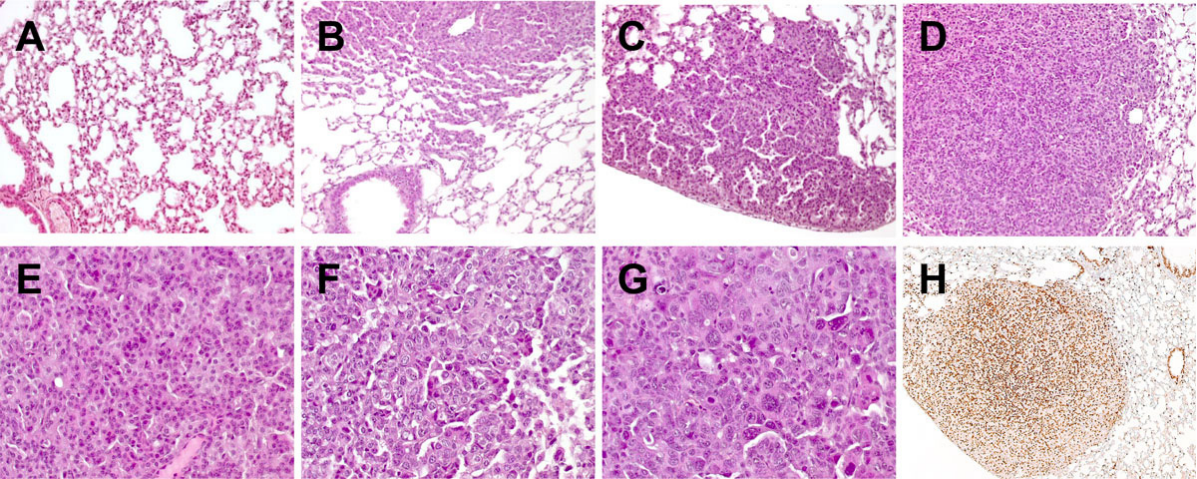
**Morphological characterization of lung tumors from K-ras^LA1^/p53^R172HΔg ^mice**. A-G: Hematoxylin-eosin evaluation of lung sections from a WT transgenic mouse (A), one representative 10- (B), 20- (C) and 30- (D-G) week-old K-ras^LA1^/p53^R172HΔg ^mice (A-D magnification ×200; E-G magnification ×400). A: normal lung tissue; B: initial lesions with aspects of lepidic growth; C: subpleural lesion with papillary and solid patterns; D: adenocarcinoma nodule with solid pattern of growth; E: tumor zone with a solid growth pattern composed of cohesive cell agglomerates in a nest-like configuration without acinar polarity; F: tumor zone with papillary growth. Papillae show fibrovascular cores lined by cells with large vesicular nuclei containing very prominent nucleoli; G: poorly differentiated tumor zone with highly polymorphic cells and cells with aberrant nuclei. H: Immunohistochemical staining for TTF-1 lung tumor lesions from one representative 30-week-old K-ras^LA1^/p53^R172HΔg ^mouse (magnification ×100).

## Transcription profiling

### Microarray analysis

To estimate the importance of the gender effect on gene expression, we initially run a microarray experiment on lung tissues of 10, 20 and 30 week-old K-ras^LA1^/p53^R172HΔg ^mice, using Affymetrix exon 1.0 arrays. The comparison did not show any significant difference at the transcription level (not shown), suggesting that the differences in growth rate might be due to the endocrinological differences existing between male and female. Thus, we run a pair-end RNA-seq on two prototypical situations, WT and K-ras^LA1^/p53^R172HΔg ^mice (MT), to detect genes/transcripts associated to the increase of tumor mass that might represent potential targets for precision medicine applications [19].

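Lung RNA of 30 week-old WT mice and of K-rasLA1/p53R172HΔg mice (MT), in which a latent K-ras allele becomes active in vivo and the endogenous p53 allele carries a missense mutation, was compared. Each genotype had 2 libraries, and each library came from a pool of RNA of 3 mice. The authors mapped the reads to the mm9 genome with TopHat2 2.0.4 and counted them per exon bin with the counting script of DEXSeq, without normalization. These counts cover 250650 bins in 28232 counting units, of which 21649 carry a gene symbol and 11906 join several transcripts. A fragment that overlaps several bins is counted in each of them. The total of the bin counts was 100006432 in WT replicate 1, 136927821 in WT replicate 2, 154160151 in MT replicate 1 and 122262328 in MT replicate 2. For the gene level, the bin counts of each unit were summed, normalized by TMM factors and tested with the quasi-likelihood test of edgeR, and levels are given as CPM, the counts scaled to a common library size (mean ± SD over the 2 libraries of a genotype). Xist, the RNA that coats the inactive X chromosome of female cells, had 463 CPM in WT replicate 1 and 359 in MT replicate 1, against 0.403 in WT replicate 2 and 0.680 in MT replicate 2. Ddx3y, a gene of the Y chromosome, had 0 and 0.0198 CPM in replicate 1 of WT and MT and 67.0 and 76.3 in replicate 2. The paper states that each pool was sequenced 2 times, and the 2 libraries of a genotype, which differ in Xist and Ddx3y, were taken here as 2 pools. The replicate number goes with these genes in both genotypes. A difference between MT replicates 1 and 2 can thus not be told apart from one between the sexes. Libraries of 1 genotype differed by far more than sampling noise in the largest bin of each gene, with a chi-square per degree of freedom of 20.8 between the WT libraries and 99.5 between the MT libraries. The biological coefficient of variation was 0.127 between the WT libraries and 0.278 between the MT libraries. The genotypes were compared unpaired. The p-values measure the spread between these libraries, and 2 libraries against 2 separate completely by chance in 33.3% of splits, so no exact permutation test could pass its threshold.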

### Fusion events detection

Direct sequencing of messenger RNA transcripts using the RNA-seq protocol [20] is rapidly becoming the standard method for detecting and quantifying expressed genes in a cell. One of the key features observed after cancer genomes analysis is a chromosomal abnormality. Genome rearrangements could result in aberrant gene fusions, and a number of them have been found to play important roles in carcinogenesis [21]. The discovery of novel gene fusions can lead to a better comprehension of cancer progression and development. Fusion events were detected in WT and MT samples using ChimeraScan [22]. Since fusion detection tools are error prone [23], we filtered the putative fusions, reported by ChimeraScan, retaining only common events between the MT and not reported in the WT replicates. 

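Gimap1, Gimap5, Ank3 and the Pisd genes were expressed in the lungs of both genotypes, and none of them passed both thresholds of the gene-level comparison (adjusted p under 0.1 and an absolute log2 fold change above 1 in edgeR). Gimap1 and Gimap5 encode GTPases of immune cells and lie on the plus strand of chromosome 6 of mm9, Gimap1 from 48668606 to 48702599 and Gimap5 from 48696196 to 48704209. Their annotated spans overlap, and each was counted as a unit of its own. Gimap1 had 35.3 ± 1.00 CPM (SD, n = 2) in WT and 21.1 ± 5.63 (SD, n = 2) in MT. Its log2 fold change was -0.74 (standard error 0.20, adjusted p = 0.0882 from edgeR), and that of Gimap5 was -0.63 (standard error 0.18, adjusted p = 0.102). Pisd encodes the phosphatidylserine decarboxylase and lies on chromosome 5 from 33078949 to 33128295, and its pseudogenes Pisd-ps1 and Pisd-ps2 lie on chromosome 11 from 3025907 to 3031007 and on chromosome 17 from 3076578 to 3084183. Genes of this family may share reads. Their log2 fold changes were 0.28 (standard error 0.11) for Pisd, 0.18 (standard error 0.16) for Pisd-ps1 and 0.17 (standard error 0.15) for Pisd-ps2. Ank3, which encodes an ankyrin that links membrane proteins to the spectrin cytoskeleton, lies on chromosome 10 from 68996970 to 69490184. The unit with most of its counts had 125 ± 9.25 CPM (SD, n = 2) in WT and 157 ± 2.80 (SD, n = 2) in MT. Read pairs that join different genes were not analysed here.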

The detected fusions (AK029407:Ank3, Gimap1:Gimap5, Pisd-ps2:Pisd-ps) were subsequently discarded since they were all either read through events or fusions between homologue genes. Thus it seems that fusion products are not prominent events in tumors developing due to the presence of constitutively active K-ras and inactive p53.

### Exon-level analysis

Exon level analysis was run using DEXSeq Bioconductor package [24] and provided 33 genes with differential exon expression between WT and MT groups (FDR < 10%). Among them six (ITGAD, COL17A1, DCSTAMP, PTPRN, PTPRM and Klrb1c) codify for proteins that were located on the plasma membrane and three (VWF, DMKN and TIMP3) for proteins secreted in the extracellular space. 

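Exon usage, the share of a bin in the counts of its gene, shifted in 26 units, with 23 bins used more and 14 used less in MT. Tor1aip1, which encodes a lamina-associated protein of the inner nuclear membrane, used its bin 6 less, with 1.12% and 0.713% of the unit's counts in the WT libraries and 0.0728% and 0.165% in the MT libraries. Erc1, which encodes a scaffold protein of vesicle transport, used its bin 15 more, with 1.03% and 0.997% in WT and 2.50% and 5.11% in MT. Col18a1, a collagen of basement membranes, used its bin 41 less, and Atp6v0a4, a subunit of the vacuolar proton pump, used its bin 1 more.
The test was the exon-level test of diffSpliceDGE in edgeR on 192561 bins with at least 10 counts over the 4 libraries, in 16242 units, at an adjusted p under 0.1 and an absolute log2 usage change above 1. The files number the bins without coordinates. The change in Tor1aip1 had an adjusted p of 2.4e-07 from edgeR. The log2 usage change was 1.90 for Erc1 (adjusted p = 8.4e-06 from edgeR), -1.69 for Col18a1 (adjusted p = 4.5e-04) and 1.42 for Atp6v0a4 (adjusted p = 0.00792). Mcf2l, which encodes an exchange factor of Rho GTPases, changed by 1.97 in its bin 2 (adjusted p = 0.00604), and Lyz2, the lysozyme of macrophages, by -1.70 in its bin 8 (adjusted p = 0.00884). Lyz2 has a paralog, Lyz1, that may share reads with it. In Dst, which encodes the cytoskeletal linker dystonin, the log2 usage change of 2.73 in bin 43 rested on unequal MT libraries, with 53 and 41 counts in WT and 516 and 75 in MT. In Pdlim5, bin 15 had 1 and 1 counts in WT and 89 and 13 in MT (adjusted p = 5.6e-05). Of the 33 bins the authors list as significant, in 25 units, 7 passed here, and 4 of the 26 units are in that list. The count of units was 172 with DESeq2 fitted as DEXSeq does, 19 of them in the authors' list. It was 57 with limma voom, 5 of them in that list. An unadjusted p under 0.05 was found for 1.11% of bins with edgeR, 5.67% with DESeq2 fitted as DEXSeq does and 4.53% with limma voom. A share of 0.05 arises where no usage changes, so the edgeR test was conservative. A bin that did not pass is not shown to be unchanged. Without the units that join transcripts the count of units was 0 in edgeR, with 110 bins (0.280%) at an unadjusted p under 0.05. It was 4 without WT replicate 1, 4 without WT replicate 2, 99 without MT replicate 1 and 87 without MT replicate 2.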

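Of the 9 genes, Ptprm and Vwf used bins more in MT and Ptprn used a bin less, while Dmkn, Ptprn and Dcstamp rose as whole genes. Ptprm, a receptor-type tyrosine phosphatase of cell contacts on chromosome 17 from 67016188 to 67703799, used its bin 3 for 0.179% and 0.154% of the unit's counts in WT and for 0.793% and 2.24% in MT. Vwf, the von Willebrand factor of endothelial cells and platelets on chromosome 6 from 125496792 to 125636697, had 2 and 1 counts in its bin 2 in WT and 49 and 28 in MT. Ptprn, a transmembrane protein of secretory granules on chromosome 1 from 75243616 to 75260783, used its bin 1 for 45.8% and 45.1% in WT and for 24.5% and 17.9% in MT.
The log2 usage change was 3.16 for bin 3 of Ptprm (adjusted p = 8.5e-19 from edgeR) and 3.03 for its bin 11 (adjusted p = 1.5e-12), with 18 and 37 counts in WT and 136 and 212 in MT. Bin 2 of Vwf had an adjusted p of 7.0e-06 and bin 1 an adjusted p of 0.0630 from edgeR, in a gene of 686 ± 110 CPM (SD, n = 2) in WT and 386 ± 12.6 in MT. The change in bin 1 of Ptprn was -1.13 (adjusted p = 0.0354 from edgeR). Bin 2 of Vwf did not pass without WT replicate 2 (adjusted p = 0.214 from edgeR) or without MT replicate 1 (0.206), and bin 1 of Ptprn passed neither without WT replicate 1 nor WT replicate 2, nor, with a change of -0.89, without MT replicate 2. No bin of the other genes passed, while DESeq2 fitted as DEXSeq does called bins of Col17a1, Itgad, Klrb1b and Timp3, and the fit without MT replicate 2 called those of Col17a1 and Dmkn. Dmkn, a secreted protein of stratified epithelia, had 3 and 7 counts in its bin 1 in WT and 1881 and 120 in MT. Col17a1, a collagen of hemidesmosomes, had 0 and 0 counts in its bin 42 in WT and 41 and 3 in MT. Timp3, an inhibitor of metalloproteinases, had 7 and 15 counts in its bin 2 in WT and 41 and 25 in MT, and Dcstamp, a membrane protein of cell fusion, had 4 and 2 in its bin 6 in WT and 67 and 44 in MT. Itgad, an integrin of leukocytes, had 6 and 22 counts in its bin 3 in WT and 0 and 0 in MT. The authors' table holds Klrb1b rather than Klrb1c, a paralog among the NK cell receptors that may share reads, and its bin 8 had 13 and 13 counts in WT and 0 and 0 in MT (adjusted p = 0.140 from edgeR).
As whole genes, Dmkn had 63.5 ± 9.33 CPM in WT and 246 ± 38.6 in MT (SD, n = 2 each), a log2 fold change of 1.95 (standard error 0.17, adjusted p = 0.0285 from edgeR). Ptprn rose by 1.55 (standard error 0.19, adjusted p = 0.0410 from edgeR) and Dcstamp by 1.77 (standard error 0.32, adjusted p = 0.0549).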

For 11 of the 33 detected genes, exon-level data for 509 tumors together with their clinical annotation were retrieved from the cancer genome atlas (http://cancergenome.nih.gov/). We scored the exons for their oncological power (see methods), which essentially represents the association between exon skipping/retention and poor outcome. Significant correlation between exon-level expression for the above-mentioned genes and poor prognosis could not be detected (not shown).

### Gene-level analysis

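In the lungs of MT mice 8 of 13 genes of alveolar type 2 cells, 9 of 15 of alveolar macrophages and 23 of 33 of proliferation were higher than in WT lungs, and 8 of 16 endothelial genes were lower. Each of these 4 lists passed camera of limma at its preset correlation but had an adjusted p = 0.561 with an estimated correlation, and fry gave an adjusted p of 0.112 to 0.132. Without MT replicate 2, the counts were 4, 6 and 13 higher and 1 lower, and without either WT replicate they were 0. In edgeR, 790 genes rose and 299 fell in MT among 17651 tested, at an adjusted p under 0.1 and an absolute log2 fold change above 1. None of the genes of alveolar type 2 cells, which make surfactant, was lower (8 higher adjusted over the list alone). The surfactant protein gene Sftpd had 903 ± 0.556 CPM in WT and 2736 ± 293 in MT (SD, n = 2 each), a log2 fold change of 1.60 (standard error 0.13, adjusted p = 0.0272 from edgeR), and Sftpa1 rose by 1.47 and Sftpb by 1.30. None of the proliferation genes was lower (24 higher adjusted over the list alone), and those that rose held the cyclin-dependent kinase Cdk1 with 1.88 and the cyclin Ccnb1 with 1.85.
None of the alveolar macrophage genes was lower (9 higher adjusted over the list alone). Chi3l3, a chitinase-like protein with paralogs that may share reads, rose by 2.42, and the scavenger receptor Marco had 104 ± 7.39 CPM in WT and 329 ± 20.3 in MT (SD, n = 2 each). With camera on 35 lists, the adjusted p was 1.4e-07 for alveolar type 2 cells, 1.4e-07 for alveolar macrophages and 1.1e-11 for proliferation.
The erythroid, mesothelial, club, ciliated and alveolar type 1 cell lists were lower by camera as well, each with an adjusted p = 0.561 with an estimated correlation. None of the endothelial genes was higher (8 lower adjusted over the list alone, camera adjusted p = 4.6e-07). The TGF-beta co-receptor Eng fell from 798 ± 53.4 to 324 ± 39.2 CPM (SD, n = 2 each), and the receptors Tek and Kdr fell by 1.16 and 1.14 on the log2 scale, with -0.90 and -0.83, short of the fold minimum, without MT replicate 2. All 6 erythroid units tested were lower (6 adjusted over the list alone, camera adjusted p = 1.3e-04), the anion exchanger Slc4a1 by -1.58. The globin genes in that list have paralogs that may share reads. Of 5 mesothelial genes, Upk3b and Lrrn4 were lower (2 adjusted over the list alone, camera adjusted p = 4.1e-04). Of 8 genes of club cells, Cyp2f2, a cytochrome P450 of the airway, was lower (1 adjusted over the list alone, camera adjusted p = 0.0318, and 0.133 without WT replicate 1 and 0.149 without MT replicate 2), as was Cdhr3 among 10 genes of ciliated cells (1 adjusted over the list alone, camera adjusted p = 0.00406). The number of lower genes was 5 for club cells, 9 for ciliated cells and 3 for alveolar type 1 cells without MT replicate 1. Without MT replicate 2, 4 erythroid genes were lower and neither Cyp2f2 nor Cdhr3 kept its call, with log2 fold changes of -0.69 for Cyp2f2 and -0.77 for Cdhr3. None of 12 genes of alveolar type 1 cells passed (0 adjusted over the list alone), though the list as a whole was lower by camera (adjusted p = 0.00147, and 0.0590 with the units that join transcripts left out).
The counts were 0 higher and 0 lower without WT replicate 1, and again without WT replicate 2, in edgeR, with 2133 and 2666 genes at an unadjusted p under 0.05, and no other tool was run with a library left out. They were 1181 higher and 1339 lower without MT replicate 1, and 907 and 219 without MT replicate 2.

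**Figure D1:**
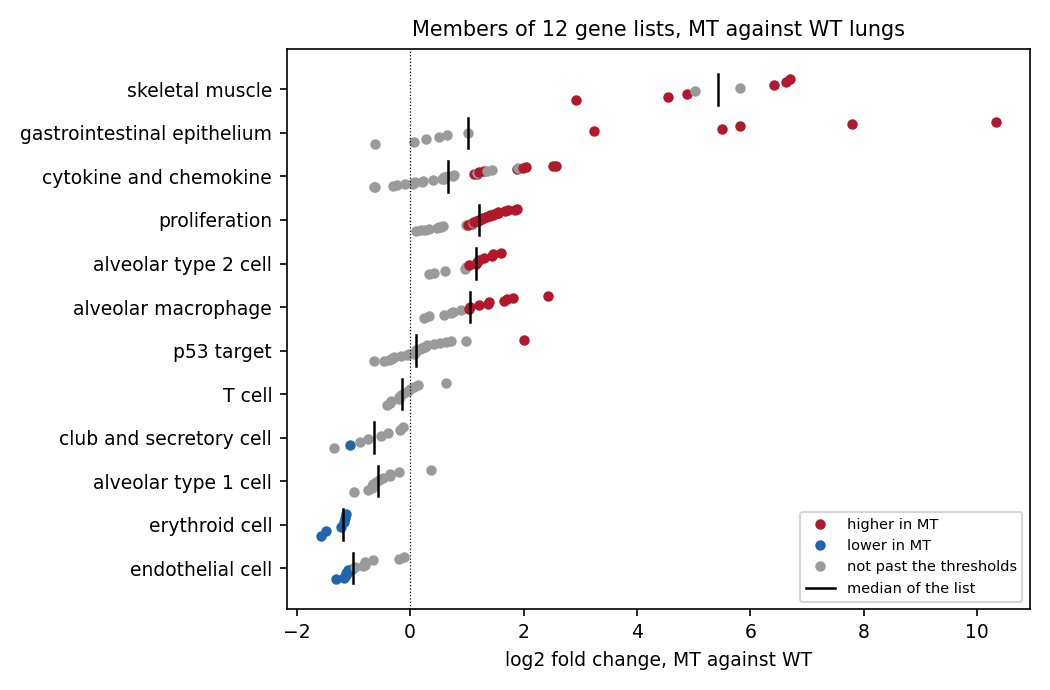
Log2 fold change of MT against WT lungs for the tested members of 12 gene lists, 1 point per counting unit, with the median of each list as a line. Red points passed both thresholds as higher in MT, blue points as lower, and grey points did not pass. The 6 erythroid units lie at or below -1.13, and all 33 proliferation genes lie above 0.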

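Among the 12 largest increases were 5 genes of a list of stratified squamous epithelium, the multilayered lining of skin, mouth and esophagus, that was drawn up after the data were seen. Krt13 and Krt4, keratins of such linings, had 0.397 ± 0.00227 and 0.467 ± 0.0825 CPM in WT (SD, n = 2 each). Krt13 had 998 in MT replicate 1 and 84.9 in MT replicate 2, and Krt4 had 1029 and 81.9. Contractile genes of skeletal muscle moved with them in the MT libraries, among them the actin Acta1, with 714 in MT replicate 1 and 59.6 in MT replicate 2. In WT replicates 1 and 2, Acta1 had 6.45 and 1.09 CPM and the myosin Myh1 4.74 and 0.403. There the keratins were alike, with 0.399 and 0.396 for Krt13 and 0.409 and 0.525 for Krt4. Other muscle genes were less uneven in WT or went the other way, with 2.69 and 1.86 for Mylpf and 2.81 and 4.29 for Myl1.
The log2 fold change was 10.41 for Krt13 (standard error 1.57, adjusted p = 0.0469 from edgeR) and 10.20 for Krt4 (standard error 1.59, adjusted p = 0.0473). Without MT replicate 1 it was 7.74 for Krt13 and 7.43 for Krt4, and without MT replicate 2 it was 11.29 and 11.09. Keratins form a family of paralogs that may share reads. Cnfn, Mt4, Dsc1 and Gm94 had no count in WT, and they were higher in MT replicate 1, with 37.3, 22.0, 10.6 and 8.91 CPM, than in MT replicate 2, with 2.18, 3.16, 1.22 and 1.49. Sprr3 had 0 and 1 counts in WT, with 76.1 and 3.94 CPM in MT replicates 1 and 2, and Serpinb3a had 0 and 2, with 35.2 and 3.68 CPM. Gzme, with 0 and 3 counts in WT, was higher in MT replicate 2, with 48.2 CPM, than in MT replicate 1, with 10.7, as was Mcpt2, with 1 and 0 counts in WT, at 8.43 and 4.42 CPM. Gzme encodes a granzyme and Mcpt2 a mast cell protease, and both belong to families that may share reads. Krtdap, a keratinocyte differentiation protein, rose by 10.97 (standard error 1.83, adjusted p = 0.0507 from edgeR), with 78.4 and 7.50 CPM in MT replicates 1 and 2 and 0 and 5 counts in WT. Its log2 fold change was 8.45 without MT replicate 1, 11.83 without MT replicate 2 and 10.19 without WT replicate 1. Without WT replicate 2 no count was left in WT, so that the fitted 15.39 is not a measured ratio.
Of the 24 squamous genes tested, which are not independent evidence, 21 were higher and none lower (22 adjusted over the list alone). In this list the median ratio of MT replicate 1 to MT replicate 2 was 10.3. Of 8 skeletal muscle genes, 6 were higher and none lower (8 adjusted over the list alone, camera adjusted p = 0.00177 and adjusted p = 0.561 with an estimated correlation), with a median ratio of MT replicate 1 to MT replicate 2 of 10.2. Acta1 rose by 6.70 (standard error 1.61, adjusted p = 0.0765 from edgeR) and the myosin Myh1 by 6.64 (standard error 1.71, adjusted p = 0.0838). Without MT replicate 1 their log2 fold changes were 4.01 and 4.12, without MT replicate 2 they were 7.59 and 7.53, without WT replicate 1 they were 8.47 and 9.28, and without WT replicate 2 they were 5.91 and 5.73. Of all genes that rose, 103 (13.0%) were at least 4 times higher in MT replicate 1 than in MT replicate 2 and 18 at least 4 times higher in MT replicate 2 than in MT replicate 1. Without the 103, 687 rose, a count chosen after the data were seen.
Among the largest decreases were Zbtb16, a zinc finger transcription factor, from 33.8 ± 7.22 to 8.21 ± 0.777 CPM (SD, n = 2 each), and Hlf, a leucine zipper factor, from 29.5 ± 10.7 to 8.93 ± 2.15. The Wnt modulator Sfrp2 fell by 1.81 on the log2 scale, and Ccr3, the eotaxin receptor of eosinophils, by 1.73. The largest decrease was in C530028O21Rik, with -2.87 (standard error 0.22, adjusted p = 0.0244 from edgeR), followed by B430010I23Rik with -2.66 (-3.48 without MT replicate 2), and Unc79, Tmem132d and the histocompatibility gene H2-Q1, which has close paralogs, fell by 1.85, 1.68 and 1.74, with -1.15 for H2-Q1 without WT replicate 1. Every gene that rose or fell had both libraries of 1 genotype above both of the other, which held for 63.9% of all genes tested and is given by chance for 33.3%. Calls from 2 libraries against 2 nearly require this, so it is no separate evidence. Genes that vary together can exceed the 33.3% in a single split without an effect of genotype.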

Gene-level analysis was run using DESeq Bioconductor package [25] and provided 1,513 genes with increased expression associated to tumor mass increment between WT and MT groups (FDR < 10%, |log_2_FC| > 1). We focused our analysis on 74 genes encoding for secreted and membrane bound proteins having a human ortholog (74). Thus, we run a meta-analysis on a set of public available transcriptomes of 989 NSCLC patients characterized by clinical outcome for survival and metastasis (see methods). 

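Spp1, which encodes the secreted matrix protein and cytokine osteopontin, was 3.24-fold higher in MT lungs than in WT lungs. Its level was 56.8 ± 4.72 CPM in WT and 184 ± 55.8 in MT (SD, n = 2 libraries each). Secreted chemokines rose as well, among them the neutrophil attractants Cxcl5 and Cxcl1, and so did the metalloproteinases Mmp13 and Mmp12, which degrade collagen and elastin.
Spp1 lies on chromosome 5 of mm9 from 104864137 to 104870069, on the plus strand, and its log2 fold change was 1.70 (standard error 0.23, adjusted p = 0.0432 from edgeR). Of 15 alveolar macrophage genes, 3 had a larger log2 fold change than Spp1. Of 8 genes for osteopontin and its receptors, Spp1 alone was higher and none was lower (1 adjusted over the list alone). The camera adjusted p of that list was 0.881, with a median log2 fold change of -0.04 although the test leaned upwards. Of 31 cytokines and chemokines, 9 were higher and none was lower (13 higher adjusted over the list alone, camera adjusted p = 8.7e-05 and adjusted p = 0.561 with an estimated correlation). Cxcl5 rose by 2.58 (standard error 0.33, adjusted p = 0.0432 from edgeR), Cxcl1 by 2.52, Ccl6 by 2.04 and the interferon-induced Cxcl9 by 2.00, with 1.81 for Cxcl1 without MT replicate 2, and Ccl6 has chemokine paralogs that may share reads. Of 19 extracellular proteases and inhibitors, 5 were higher and none was lower (5 adjusted over the list alone, camera adjusted p = 0.262). Mmp13 rose by 3.30, Mmp12 by 1.88 and the cathepsin Ctsk, which is also in the alveolar macrophage list, by 1.82, with 2.71 for Mmp13 without MT replicate 2. Mmp10 had 0 and 2 counts in WT and 42 and 238 in MT. Of the genes for osteopontin and its receptors 2 were higher without MT replicate 1, when 1 of the proteases and inhibitors was lower. The log2 fold change of Spp1 was 1.78 without WT replicate 1 and 1.62 without WT replicate 2. Like every other gene, Spp1 did not pass in these fits. The paper associates the genes that rose in MT with the increment of tumor mass, and selects those for secreted and membrane bound proteins for its analysis of patients.

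**Figure D2:**
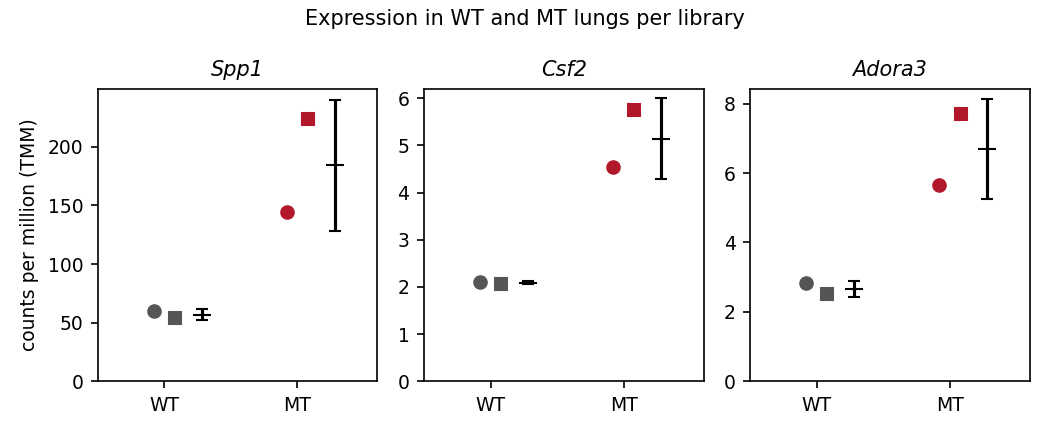
CPM of Spp1, Csf2 and Adora3 in each library of WT and MT lungs, with replicate 1 as a circle and replicate 2 as a square, and the mean ± SD of the 2 libraries beside them. For Spp1, the WT libraries lie at 60.2 and 53.5 and the MT libraries at 145 and 224.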

The data set was divided in test and validation set, of 695 and 294 samples each, respectively. We scored the identified genes for their oncological power (CO score, see methods), which represents the association between up-modulation of a gene and poor clinical outcome.

SPP1 (osteopontin) was the only molecule whose over-expression resulted statistically related to poor outcome regarding both survival and metastasis formation in NSCLC patients examined (Figure 3). This result was further maintained in both datasets evaluating only early tumor stage samples, i.e. category T1 based on the TNM staging system [26]. These results are in accordance with previous evidences that SPP1 is an early marker of tumor progression in NSCLC [27,28]. Among the identified genes, two additional molecules showed a significant over-expression in patients with poor outcome regarding metastasis formation: GM-CSF (Figure 4) and ADORA3 (Figure 5).

**Figure 3:**
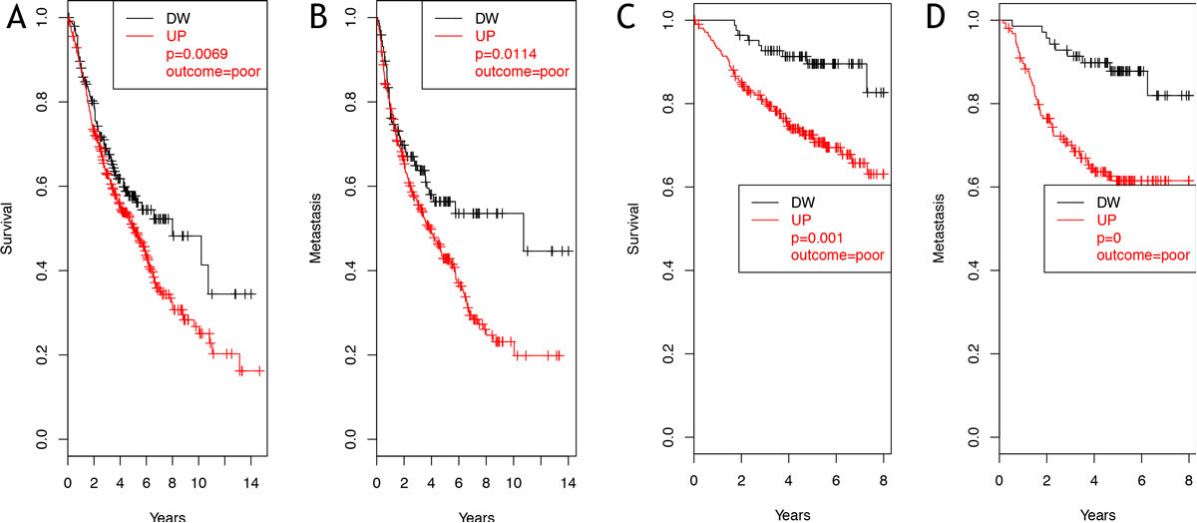
**SPP1 clinical outcome evaluation**. SPP1 showed a significant (p < 0.05) poor outcome in case of over-expression for both survival, in test (A) and validation data sets (C), and metastasis formation, in test (B) and validation data sets (D).

**Figure 4:**
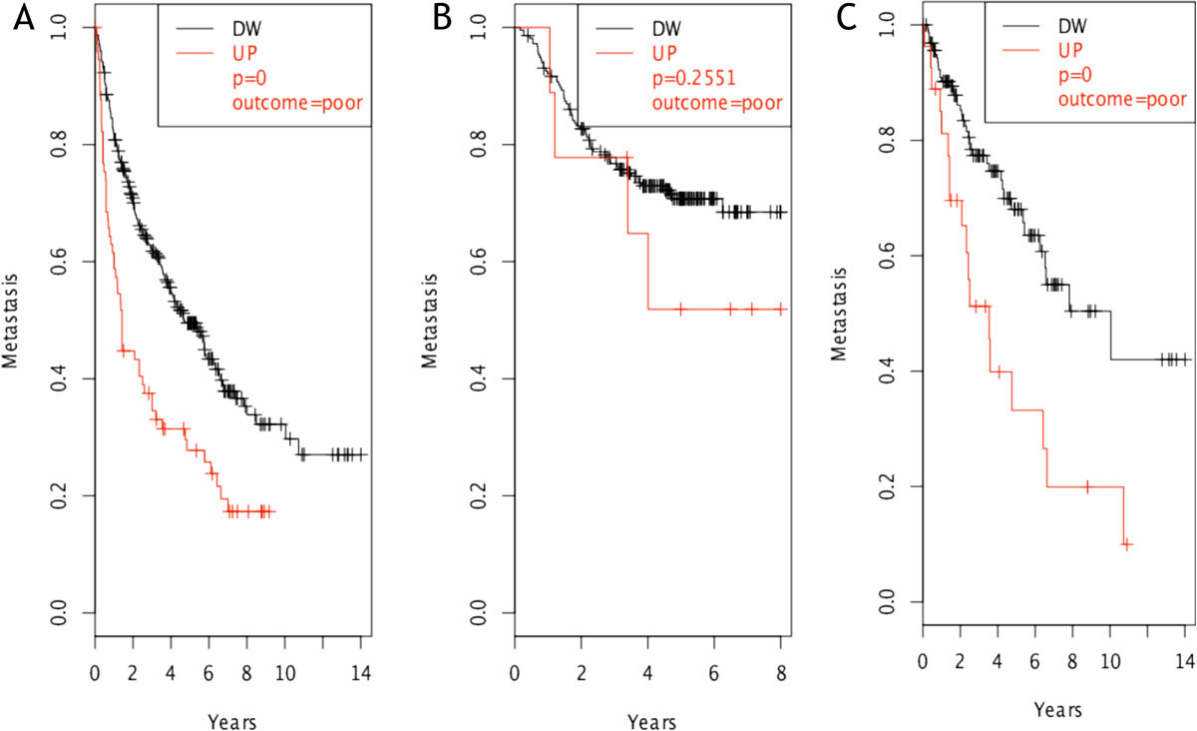
**GM-CSF clinical outcome evaluation**. GM-CSF showed a significant (p < 0.05) poor outcome regarding metastasis formation in case of over-expression in the test dataset (A). The significance was lost in the validation dataset (B), probably because of lack of sufficient data. Significance in test dataset was maintained when considering only early stage tumors (C).

**Figure 5:**
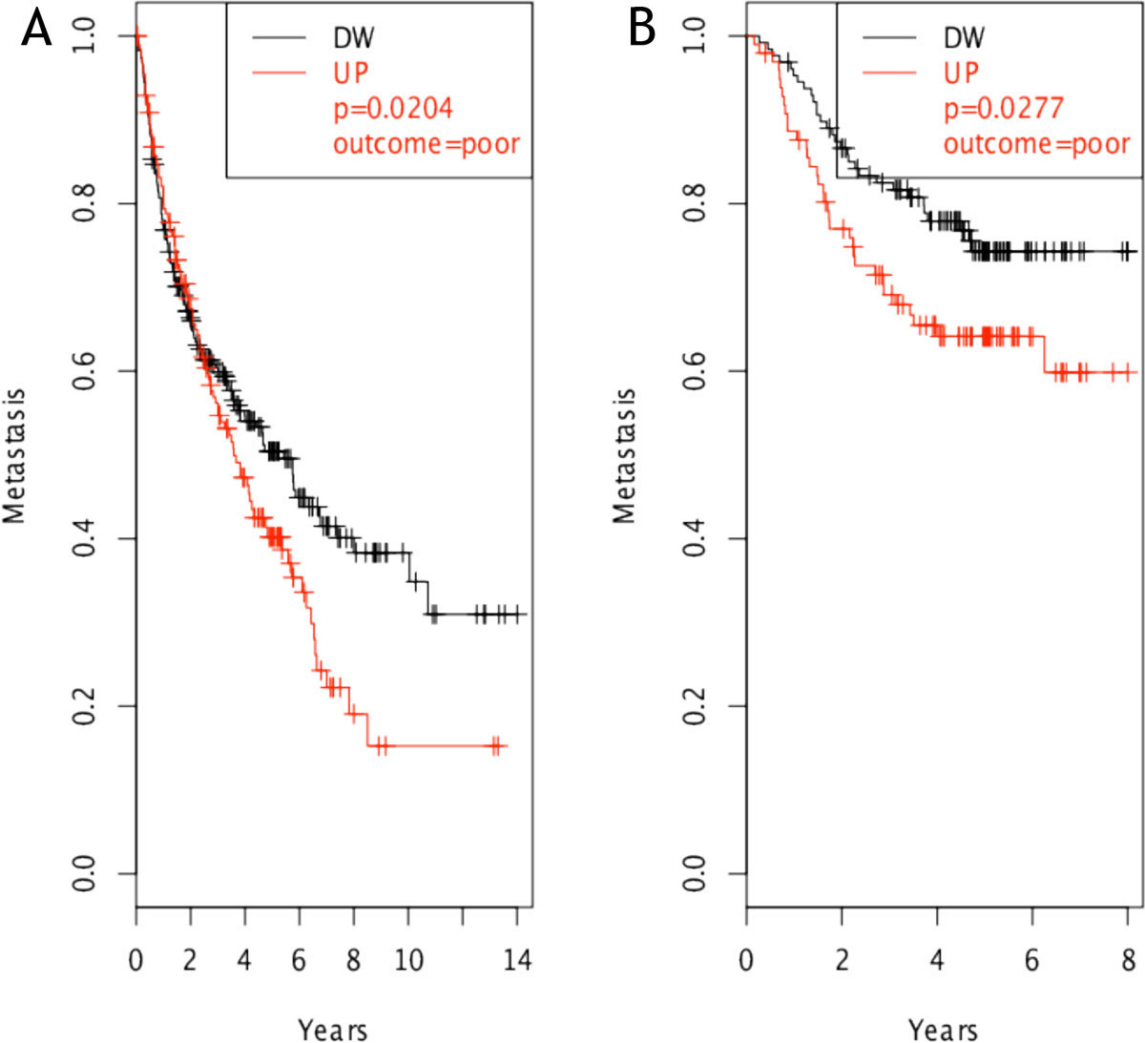
**ADORA3 clinical outcome evaluation**. ADORA3 showed a significant (p = 0.05) poor outcome regarding metastasis formation in case of over-expression in both test (A) and validation (B) datasets we considered. Its role is connected to late stages of cancer development (> 2 years).

GM-CSF, the granulocyte and macrophage colony stimulating factor, is a monomeric, 4-helical, secreted cytokine known to inhibit inflammation and T-cell immunity [29]. It has been described to promote cancer in pancreatic ductal neoplasia when over-expressed by a constitutively active form of K-ras [30], in accordance with our previously observed results in K-ras^LA1^/p53^R172HΔg ^mice. 

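Csf2, the gene of GM-CSF, was 2.46-fold higher in the lungs of K-rasLA1/p53R172HΔg mice than in WT lungs, at low levels in both. It had 2.09 ± 0.0329 CPM in WT and 5.15 ± 0.853 in MT (SD, n = 2 libraries each). The receptor gene Csf2rb2 was higher as well, and so were Ereg and Areg, ligands of the EGF receptor, and the transcription factor Etv4, which are switched on by Ras signaling.
Csf2 lies on chromosome 11 of mm9 from 54060773 to 54063169, on the minus strand, and its log2 fold change was 1.30 (standard error 0.22, adjusted p = 0.0513 from edgeR). Csf2rb2 rose by 1.02 (standard error 0.16, adjusted p = 0.0470 from edgeR) and has a close paralog, Csf2rb, that may share reads with it, and without MT replicate 2 its log2 fold change of 0.85 fell short of the fold minimum. Of 4 genes for GM-CSF and its receptor, these 2 were higher and none was lower (2 adjusted over the list alone, camera adjusted p = 0.00406 and adjusted p = 0.561 with an estimated correlation). Of 19 genes of Ras and MAPK output, 3 were higher and none was lower (5 higher adjusted over the list alone, camera adjusted p = 1.4e-05 and adjusted p = 0.561 with an estimated correlation). Ereg had 0.256 ± 0.0777 CPM in WT and 15.5 ± 0.287 in MT (SD, n = 2 each), a log2 fold change of 5.93 (standard error 0.27, adjusted p = 0.0132 from edgeR). Etv4 rose by 4.92 and Areg by 3.14. The counts were 3 for GM-CSF and its receptor and 6 for Ras and MAPK output without MT replicate 1, and without MT replicate 2, 1 and 3 were. Kras itself, on chromosome 6 from 145165219 to 145198759, had 99.2 ± 2.55 CPM in WT and 116 ± 4.73 in MT (SD, n = 2 each) and did not pass (adjusted p = 0.149 from edgeR). The log2 fold change of Csf2 was 1.32 without WT replicate 1 and 1.29 without WT replicate 2. Like every other gene, Csf2 did not pass in these fits.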

The association of GM-CSF expression with poor outcome was obtained in the test dataset. The result could not be confirmed in the validation dataset probably due to the limited number of samples in high expression cluster (Figure 4B, red curve). Nevertheless, significance in the first dataset was maintained even only considering early stage T1 tumors (Figure 4C). Analysis of the supernatants from a cell line (KP cells) derived from a lung tumor of a 30 week-old K-ras^LA1^/p53^R172HΔg ^mouse confirmed that they express GM-CSF (Figure 6). Taken together our data, with the observation that serum level of GM-CSF is significantly higher in colon adenocarcinoma patients [31], suggest that GM-CSF might represent a putative early marker in lung adenocarcinoma detection.

**Figure 6:**
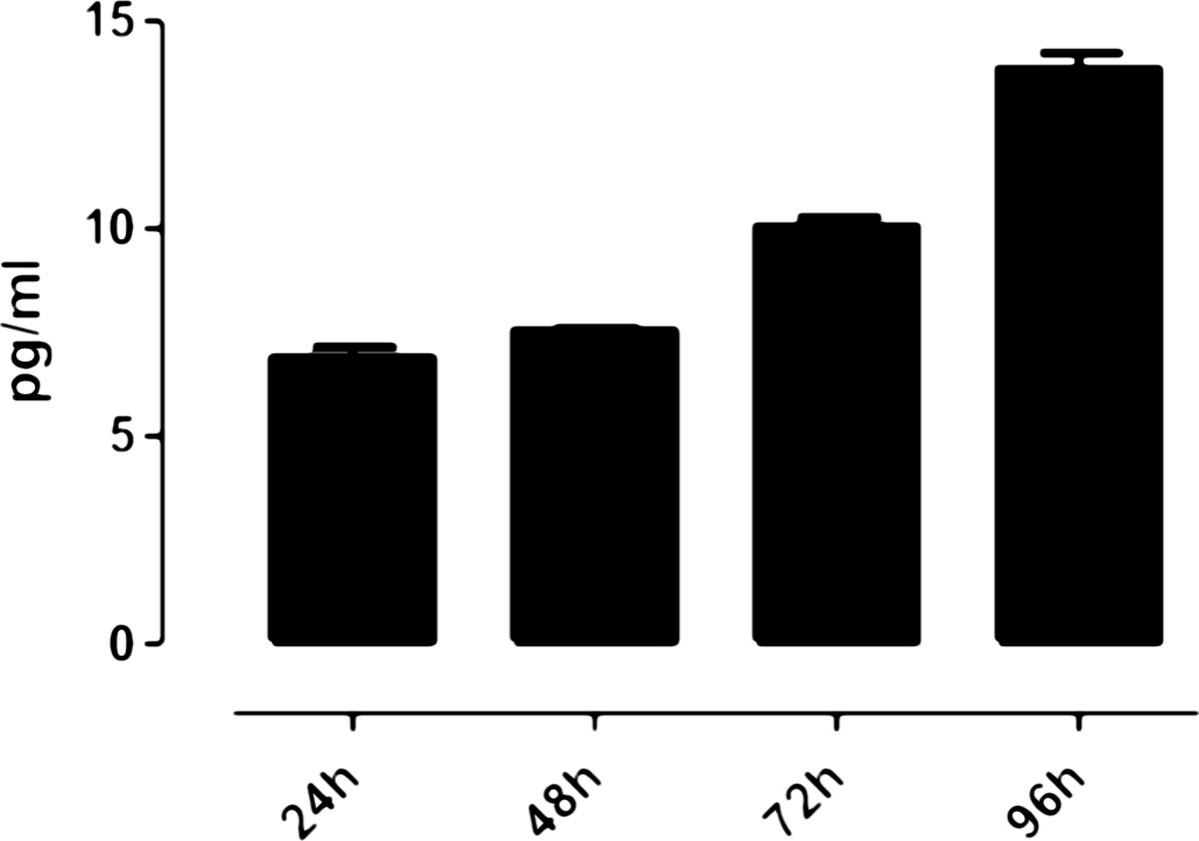
**GM-CSF production by KP cells**. The presence of GM-CSF was tested in the supernatant of KP cells after 24, 48, 72 and 96 hours of culture by ELISA. Results are expressed as the mean of three different supernatants ± SEM. The experiment was performed three times and a representative one is here shown.

ADORA3 is a member of a family of 7-transmembrane G-protein-coupled receptor for adenosine. It has been reported to be involved in cell cycle regulation and tumor growth control both in vitro and in vivo [32]. It has been recently shown [33] that ADORA3 is involved in the induction of p53-mediated apoptosis in lung cancer cell lines. 

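Adora3 was 2.51-fold higher in MT lungs than in WT lungs, with 2.66 ± 0.225 CPM in WT and 6.69 ± 1.45 in MT (SD, n = 2 libraries each). Of the other adenosine receptors, Adora1 rose by 4.36-fold and Adora2b by 2.02-fold, and Adora2a did not pass the thresholds. Trp53, the gene of p53, was 0.667 times its WT level in MT, and of 26 p53 target genes Gdf15, a stress-induced cytokine, was the only one past the thresholds.
The symbol Adora3 stands for 2 overlapping annotated genes on the plus strand of chromosome 3 of mm9. They run from 105673776 to 105711846 and from 105673825 to 105726954. The counting unit of Adora3 was matched to them by symbol only, and its counts may include those of the longer gene. Its log2 fold change was 1.33 (standard error 0.23, adjusted p = 0.0519 from edgeR). Adora1 had a log2 fold change of 2.12 (standard error 0.22, adjusted p = 0.0343 from edgeR) and Adora2b one of 1.01 (standard error 0.21, adjusted p = 0.0634), which was 0.72, short of the fold minimum, without MT replicate 2. Of 11 genes of adenosine receptors and metabolism, 3 were higher and none was lower (4 higher adjusted over the list alone, camera adjusted p = 0.178). The largest log2 fold change of that list, 4.72, was in a gene that did not pass over all genes. Trp53 lies on chromosome 11 from 69393861 to 69405375 and had 49.3 ± 1.15 CPM in WT and 32.9 ± 1.18 in MT (SD, n = 2 each). Its log2 fold change was -0.58 (standard error 0.09, adjusted p = 0.0469 from edgeR), short of the minimum of 1 on the fold change. Among the p53 targets, 1 was higher and none was lower (1 adjusted over the list alone, camera adjusted p = 0.214), and without MT replicate 2, 3 were higher. Gdf15 rose by 2.01 (standard error 0.40, adjusted p = 0.0613 from edgeR), with 1.36 without MT replicate 2, and the cell cycle inhibitor Cdkn1a had a log2 fold change of 0.63, short of the fold minimum. The RNA was isolated from lung specimens, and 6 of 15 alveolar macrophage genes had a larger log2 fold change than Adora3. Without WT replicate 1 the log2 fold change of Adora3 was 1.42 and without WT replicate 2 it was 1.25. Like every other gene, Adora3 did not pass in these fits.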

Since in our model p53 is inactivated, ADORA3 does not negatively affect tumor growth, but remain expressed on tumor cells. Although it does not represent a suitable oncoantigen, since its expression does not strictly affect tumor behavior; however, since it is a tumor associated antigen it could represent an interesting target for the development of antibody-mediated therapy on the subset of NSCLC which are p53 null and ADORA3 positive.

## Conclusions

The combination of powerful transcriptomics analysis, i.e. RNA-seq, genetically engineered mice models prone to develop tumors and large collection of human tumor transcriptomes offers new opportunities for the discovery and validation of therapeutic targets in the framework of personalized medicine. The identification of a known biomarker as osteopontin in the NSCLC mouse model confirmed the efficacy of our pipeline to detect targets in precision medicine. Moreover, our approach also allowed the identification of a new putative target, ADORA3, as well as a new putative biomarker, GM-CSF.

## Methods

### Mice

The heterozygous K-ras^LA1 ^mice were crossed with heterozygous p53^R172HΔg ^mice (both kindly provided by Dr. G. Lozano, University of Texas, Houston, TX, USA) to generate K-ras^LA1^/p53^R172HΔg ^and WT mice. The background of these mice was 129/Sv. Mice were maintained in the transgenic unit of the Molecular Biotechnology Center (University of Torino) under a 12 hour light-dark cycle and provided food and water ad libitum. Genotyped and individually tagged mice of the same age were treated in conformity with national and international laws and policies as approved by the Faculty Ethical Committee and all animal experiments were performed in accordance with European Union guidelines and national institutional regulations. Genotyping of K-ras^LA1 ^mice was performed as previously described [13]. To determine p53^R172HΔg ^mouse genotypes, PCR analysis was performed on tail DNA using the following primer sets: BMGFD (covering part of intron 4 and of the exon 5; 5'- TCT CTT CCA GTA CTC TCC TC -3') and BMGRV (covering the end of exon 7 and part of intron 7; 5'- GCC TTC CTA CCT GGA GTC TT -3') (Invitrogen Corp., Carlsbad, CA) for the amplification of p53 allele. The resulting PCR product was then digested with HgaI restriction enzyme (Invitrogen) to discriminate p53 WT from p53^R172HΔg ^mutant alleles.

### Cell line

KP is a cloned cell line established in vitro from a lung carcinoma that arose spontaneously in a K-ras^LA1^/p53^R172HΔg ^mouse. KP cells were cultured in DMEM with Glutamax 1 (DMEM, Life Technologies) supplemented with 20% heat-inactivated fetal bovine serum (Invitrogen).

### Magnetic Resonance Imaging (MRI)

MR images were acquired on a Bruker Avance 300 (Bruker, Ettlingen, Germany) operating at 7T using a 30 mm insert birdcage. Mice at different weeks of age (i.e. 10, 20 and 30 weeks, n = 3 each group) were anesthetized by injecting intramuscularly a mixture of tiletamine/zolazepam 20 mg/kg (Zoletil 100; Virbac, Milperra, Australia) and 5 mg/kg xylazine (Rompun; Bayer, Milano, Italy). Breath rate was monitored throughout in vivo MRI experiments using a respiratory air pillow (SA Instruments, Stony Brook, NY).

T_2_w axial, coronal and sagittal MR images with an in-plane resolution of 100 μm were acquired with a breath-triggered sequence respiratory gating to reduce lung movement artefacts using a RARE sequence (typical setting TR/TE/NEX/RARE factor = 6.0 s/4.14 ms/2/16) preceded by a fat-suppression module. A 256 × 256 acquisition matrix was used with a field of view of 25 × 25 mm^2^. The slice thickness was 1 mm, and the number of slices was 18 to 20, which was sufficient to cover the entire lung so that tumor volume could be measured. The T_2_w sequence can display the tumor location, size, and shape in both left and right lungs, providing clear boundaries with normal lung tissue.

### Tumor Volume Measurements

Data analysis of MR images was performed by using an open source application, ITK-Snap (http://www.itksnap.org), for segmentation of the lung nodules in three-dimensions, calculating both the number and the size of tumor lesions [34]. Tumor volume per animal was quantified by calculating the area of visible lung opacities hyper intense regions present in each axial or coronal image slice sequence (usually 18-20 per mouse) and then multiplying the sum of the areas by the distance between each MRI sequence slice. The post-processing of the segmented data provides the voxel counts and the volume (mm^3^) and displays the shape of the segmented structure. Tumor volumes were normalized relative to the total lung volumes at the indicated times and expressed as percentage of lung volume occupied by tumors.

### Lung tumor collection

Normal lung tissues and primary lung adenocarcinomas were collected from WT and K-ras^LA1^/p53^R172HΔg ^mice, at different stages of cancer progression (corresponding to 10, 20 and 30 weeks of age). Groups of three to six WT and K-ras^LA1^/p53^R172HΔg ^mice were sacrificed by cervical dislocation at the indicated times. Specimens for RNA extraction and gene expression profile analysis were stored in RNA later (Sigma-Aldrich, Milano, Italy) at 4° C for 24 h and then snap-frozen in liquid nitrogen and stored at -80° C until use. Tissues for histological and immunohistochemical studies were fixed in 10% neutral-buffered formalin and embedded in paraffin.

### Histopathological and immunohistochemical analysis

Tumors and tissues collected from K-ras^LA1^/p53^R172HΔg ^mice were fixed in formalin or PLP (Paraformaldehyde/Lysine/Periodate) and embedded in paraffin or frozen in OCT, respectively. Sections were stained with hematoxylin and eosin (H&E) for histological evaluation. Immunohistochemical staining was performed with the following primary antibodies: anti-TTF-1 (Thyroid Transcription Factor-1), anti-p63, anti-Synaptophysin and anti-Neuron Specific Enolase (NSE). Slides were then incubated with the appropriate biotinylated secondary antibody. Immunoreactive antigens were detected using NeutrAvidin™ Alkaline Phosphatase Conjugated (Thermo Scientific-Pierce Biotechnology, Rockford, USA) and Vulcan Fast Red (Biocare Medical, Concord, CA) or DAB Chromogen System (Dako Corporation, Carpinteria, CA, USA).

### RNA extraction

Total RNA was isolated from lung specimens by using an IKA-Ultra-Turrax^® ^T8 homogenizer (IKA-Werke, Staufen, Germany) and TRIzol^® ^reagent (Invitrogen), according to the manufacturer's instructions. Genomic DNA contaminations were removed from total RNA by using DNA-free kit (Ambion, Warrington, England) as per manufacturer's instructions. Total RNA concentration and purity were assessed using NanoVue Plus Spectrophotometer (GE Healthcare, Milano, Italy); RNA quality was evaluated on an Agilent 2100 Bioanalyzer following the manufacture's recommendations (Agilent Technologies, Milano, Italy), with a RNA integrity number (RIN) greater than 8.0 considered acceptable for expression profiling by microarray.

### Microarray data generation and analysis

Total RNA was then used to create the biotin-labelled cDNA probes to be hybridized on GeneChips Exon 1.0 ST mouse microarrays following the procedure described by the manufacturer (Affymetrix, Santa Clara, CA). Arrays were scanned on Affymetrix Gene ChIP Scanner 3000 7G and the CEL files were analysed as follows.

The CEL files resulting from the analysis of image files were analysed using oneChannelGUI 1.6.5 [35]. Gene-level expression was calculated using RMA method (Robust Multichip Average) [36] and normalized by quantile sketch method [37].

The gender effect was modelled to evaluate if any gene was associated to the difference in tumor growth observed between males and females.

The maSigPro Bioconductor library was used to assess differential expression at gene level [38]. maSigPro statistics follows a two-step regression strategy. It first adjusts the model by the least squared technique to identify differentially expressed genes and selects significant genes applying false discovery rate control procedures (FDR ≤ 0.05). Secondly, backward stepwise regression is applied to study differences between experimental groups (p ≤ 0.05). The final list of significant differentially expressed genes is defined using the R^2 ^values (R^2 ^≥ 0.6) of this second step.

Data were deposited on GEO database: GSE30878

### RNA-seq and transcriptome analysis

RNA libraries were sequenced using (HiSeq2000, Illumina, CA, USA). Two pools of total RNA extracted from 30 week-old mice (n = 3) were generated for WT and MT. Each pool was sequences twice to increase the coverage. A total of 51,756,477 and 70,406,984 paired-end (PE) reads were obtained for the first and the second MT replicates, respectively. In the case of the WT replicates 79,079,459 and 63,675,355 PE reads were observed, respectively. Data were deposited on GEO database: GSE51144

#### Fusion detection

De-novo discovery of chimeric transcripts was done by ChimeraScan [22] with default parameters. For the first and the second MT datasets 5066 and 4543 putative events were measured, respectively. 4533 and 4351 putative events were found for the first and second WT dataset, respectively. Gene fusions were annotated using chimera Bioconductor package. Only the fusion events in common between replicates were retained.

#### Gene/Exon-level analysis

Reads were mapped on mouse reference genome mm9 using TopHat version 2.0.4, using default parameters and UCSC annotation (http://genome.ucsc.edu/).

Mapped reads were counted for each replicate of WT and MT using DEXSeq package [24]. Briefly, dexseq_count.py script was used to associate reads to exons and differentially expressed exons were detected using FDR < 0.1 and |log_2_Fold Change| > 1.

Then, geneCountTable function was used to collapse exon-level in gene-level counts. Differential expression was subsequently evaluated using DESeq package [25] (FDR < 0.1, |log_2_Fold Change| > 1).

### Collection and processing of lung cancer expression data

#### Microarrays

Seven datasets containing microarray data of lung cancer samples (adenocarcinoma and squamous cell carcinoma) and annotations on patients' clinical outcome were collected. All data were measured on different Affymetrix arrays and have been downloaded from NCBI Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/), caArray (https://array.nci.nih.gov/caarray/home.action), and the Computational Biology Center of the Memorial Sloan-Kettering Cancer Center (http://cbio.mskcc.org/). The complete list of datasets is provided in Table 1.

**Table 1:** Original lung cancer datasets

Source	Affymetrix platform	Samples	References
GEO GSE3141	HG-U133 Plus 2.0	111	Bild et al., 2006 [51]
GEO GSE19188	HG-U133 Plus 2.0	156	Hou J et al., 2010 [40]
caArray jacob-00182	HG-U133A	468	Shedden et al., 2008 [52]
http://cbio.mskcc.org/Public/lung_array_data/	HG-U133Av2	129	Nguyen et al., 2009 [42]; Chitale et al., 2009 [43]
GEO GSE10245	HG-U133 Plus 2.0	58	Kuner et al., 2009 [44]
GEO GSE31210	HG-U133 Plus 2.0	226	Okayama H et al., 2012 [45,53]
GEO GSE14814	HG-U133A	90	Zhu CQ et al., 2010 [54]

Prior to analysis, the datasets were reorganized by eliminating duplicate samples and samples without outcome information. Briefly, the original studies have been modified as follows: GSE3141 [39] has been re-named as Duke (Duke University) and used as it is; GSE19188 [40] has been re-named EMC and used after removal of samples lacking the patient outcome information; Shedden [41] has been split into MI (187 samples from the University of Michigan Cancer Center), DFCI (82 samples of the Dana-Farber Cancer Institute); HLM (92 samples collected at the Moffitt Cancer Center), and MSKCC_1 (107 samples from the Memorial Sloan-Kettering Cancer Center); Ladanyi-Gerald [42,43] has been re-named as MSKCC_2 (Memorial Sloan-Kettering Cancer Center) and used as it is; GSE10245 [44] has been re-named DKFZ (German Cancer Research Center) and used as it is; GSE31210 [45] re-named NCCRI (National Cancer Center Research Institute, Japan) and used as it is; GSE14814 [45] re-named OCI-PMH (Ontario Cancer Institute, Princess Margaret Hospital) and used after removal of large cell undifferentiated carcinoma samples. This re-organization resulted in a compendium (meta-dataset) comprising 989 unique adenocarcinoma samples from seven independent cohorts. The type and content of clinical and pathological annotations of the meta-dataset samples have been derived from the original cohorts.

According to Cordenonsi et al., [46] clinical information among the various datasets was standardized redefining the outcome descriptions based on the clinical annotations of each individual study. Specifically, we defined two major types of events, i.e., metastasis and survival.

Raw expression data (i.e., CEL files) obtained from different platforms was integrated using an approach inspired by geometry and probe content of HG-U133 Affymetrix arrays [47]. Briefly, probes with the same oligonucleotide sequence, but located at different coordinates on different type of arrays, have been arranged in a virtual platform grid. As for any other microarray geometry, this virtual grid has been used as a reference to create a virtual Chip Definition File (virtual-CDF), containing probes shared among the various HG-U133 platforms and their coordinates on the virtual platform, and a virtual-CEL file containing the fluorescence intensities of the original CEL files properly re-mapped on the virtual grid. Expression values for 21981 meta-probesets were generated from the transformed virtual-CEL files using a virtual-CDF obtained merging HG-U133A, HG-U133Av2, and HG-U133 Plus2 original CDFs. Fluorescence signals were background adjusted, normalized using quantile normalization, and gene expression levels calculated using median polish summarization (RMA; [48]). The entire procedure was implemented as an R script. The meta-dataset is available upon request to the authors.

#### RNAseq

Public RNA sequencing human lung adenocarcinoma data and related clinical metadata were downloaded from The Cancer Genome Atlas repositories (http://cancergenome.nih.gov/). Two datasets were available at the day of the download, containing respectively a total of 162 (RNASeq) and 452 (RNASeqV2) samples with exon-level expressions. After filtering the transcriptomes on the basis of the available clinical annotations we obtained a dataset of 509 NSCLC adenocarcinoma transcriptomes (Additional file 1). The entire procedure was implemented as an R script.

### Clinical Outcome score evaluation

The microarray meta-dataset was split in two separate groups containing respectively 695 (from cohorts published between 2005 and 2009) and 294 samples (from cohorts published between 2011 and 2012).

Exon-level analysis was done on 137 and 372 samples derived from Cancer Genome Atlas RNASeq dataset and from RNASeqV2 dataset, respectively

Expression levels of each putative target (gene/exon) discovered by the analysis of RNA-seq data were divided in two clusters using a k-means clustering (k = 2). Median expression for each cluster was calculated. The label "UP" was associated to the cluster characterized by the higher median expression, while the other cluster was labelled "DOWN".

Exponential survival models [49] from the survival R package, were fitted for the UP and DOWN clusters and the significance (P_true_) of the differences between the models were tested [50]. Then, we performed a random assignment of UP and DOWN labels to the samples and we tested the significance (P*) of the difference between these null models. This procedure was repeated n times (n = 10000), randomly removing, at each repetition step, 10% of the samples.

Clinical Outcome score (CO) was then calculated with the following formula:

CO=on

FR and EQ generated the animal model and prepared samples for histological and microarray analysis, MA and AF prepared samples for RNA-seq, GB and EZ sequenced the RNA-seq libraries, MI did the histological analyses, DLL run the NMR analyses. MC and RAC did transcriptome data analysis; SN and SB prepared the lung transcriptome dataset. PN and LL generate the KP cell line. RAC, FC and EQ conceived, designed and supervised the study, and wrote the paper.

## Competing interests

The authors declare that they have no competing interests.

## Declaration

The publication costs for this article were funded by grants from the Italian Association for Cancer Research; the Epigenomics Flagship Project EPIGEN.

This article has been published as part of BMC Bioinformatics Volume XX Supplement X, 2014: Italian Society of Bioinformatics (BITS): Annual Meeting 2013.

This article has been published as part of *BMC Genomics *Volume 15 Supplement 5, 2014: Italian Society of Bioinformatics (BITS): Annual Meeting 2013: Genomics. The full contents of the supplement are available online at http://www.biomedcentral.com/bmcgenomics/supplements/15/S3

How the deposited data were processed for this re-analysis (not part of the article)

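RNA sequencing of lungs compared WT mice with K-rasLA1/p53R172HΔg mice (MT) at 30 weeks of age, with 2 libraries per genotype, each from pooled RNA of 3 mice, which the sample labels call polyA RNA. The authors mapped paired-end reads to the mm9 genome with TopHat2 2.0.4 and Bowtie2 2.0.6 and the UCSC annotation, and counted them per exon bin with the script of DEXSeq. The deposited counts of the 4 libraries are whole numbers without normalization. The authors also deposited a table of all bins and a table of significant bins from DEXSeq, with dispersions, p-values, adjusted p-values, mean signals (counts divided by size factors) and log2 fold changes made by the authors. The mean signals were checked against the counts, and the median ratio was 1.00. The authors' tables were used for gene symbols and for comparison. Every column of counts was assigned to a genotype and a replicate from the labels.

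Of 28232 counting units, 21649 carried a gene symbol, and coordinates came from the GENCODE annotation of the same assembly, matched by symbol. Gene counts were the sums of the bin counts, as the authors made them. They were filtered with filterByExpr at its defaults (minimum count of 10), normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, unpaired, with Benjamini-Hochberg adjustment. The thresholds were those of the methods, an adjusted p under 0.1 and an absolute log2 fold change above 1. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Levels are CPM, the counts scaled to a common library size with TMM factors. The fit had 2 residual degrees of freedom and 3.04 prior degrees of freedom. The DESeq 1.10.1 and DEXSeq packages of the authors were not run. For exon usage, bins with a sum of at least 10 counts over the 4 libraries were tested with diffSpliceDGE of edgeR, and a unit counts once when any of its bins passes.

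At total bin counts of 100006432 to 154160151 per library, 1 count is a small share, and the spread between libraries limits the precision of all but rare transcripts. In medians given with bounds, a gene without a count in WT has a lower bound on its fold against 3 counts over the group, which covers counting error only. For single genes with at most 3 counts in WT, the values of each library are given in place of a fold.

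The 35 gene lists, the thresholds, the alternatives and the rule for named genes were fixed before the data were examined. The rule takes every gene the paper names, the 12 largest increases and the 10 largest decreases among genes past the thresholds with a symbol, at least 5 CPM in the higher genotype and no overlap of the libraries, up to 4 members of each list with the largest change past the thresholds or the 2 most abundant where none passes, and at the exon level the 10 genes with the smallest p. Genes named besides these were chosen after their values were seen. Lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01, adjusted over the 35 lists, at an adjusted p under 0.05. The lists of stratified squamous epithelium and of further skeletal muscle genes were added after the data were seen.

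The alternatives were DESeq2 1.42.0, RLE factors, no filter and a stricter filter (50 counts) on low counts, the largest bin per gene, units that join transcripts left out, the edgeR exact test, the replicate number as a block, other thresholds, each library left out in turn, and, for lists, camera with an estimated correlation and fry. For exon usage they included DESeq2 fitted as DEXSeq does and limma voom. Groups of 2 libraries are too few for a test on other splits of the samples or for a test of outliers. The pipeline was tested on simulated data with known changes. At gene level it recovered 95% of 100 genes changed 3-fold, with 11.5% of its calls on unchanged genes. At exon level it recovered 57% of 100 bins changed by 2 on the log2 scale. Every simulated gene had the same biological coefficient of variation, 0.216, in both genotypes. In the data this coefficient was 0.127 between the WT libraries and 0.278 between the MT libraries, so the recovery may differ there. Camera called the raised list and 0 of 34 others, while with an estimated correlation and with fry the raised list was missed (adjusted p = 0.239 and 0.0944). The simulated genes varied independently of each other. The simulation therefore cannot show how often camera at its preset correlation calls unchanged lists whose genes vary together, and does not decide between these tests. Read pairs, fusions, the microarray data and the human data were not analysed here.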

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

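The tests of explanations given here were chosen after the result was seen, except that of tissue taken along with the lung, whose prediction was written before the values of the further skeletal muscle genes were looked at. Each of the 6 gene lists given here held at least 5 genes that rose, and the paper does not discuss these groups.

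Of 24 genes of stratified squamous epithelium 21 rose in MT, and of 8 skeletal muscle genes 6 did (adjusted p = 0.561 for the muscle list with an estimated correlation), with median log2 fold changes of 5.81 (5.57 with the 2 genes at 0 in WT set to their bound) and 5.42, which were 3.90 and 2.54 without MT replicate 1 and 6.54 and 6.30 without MT replicate 2. Squamous differentiation of tumor cells would leave muscle genes alike in the MT libraries. A further 10 skeletal muscle genes were not chosen by their values. Their median log2 ratio of MT replicate 1 to MT replicate 2 was 2.71 (quartiles 2.15 to 2.93). The muscle list had already shown such a ratio, so they are no separate test. Both sets of muscle genes show only that squamous differentiation alone leaves them unaccounted for. For the squamous genes, the prediction of squamous differentiation, a median log2 ratio more than 1 apart from that of the muscle list, was not met. It was written after the result was seen and cannot decide, as squamous differentiation sets no such ratio. The median log2 ratio of the squamous genes, 3.36 (quartiles 1.73 to 3.65), lies close to that of the muscle list, 3.35 (quartiles 3.14 to 3.59). The paper reports its lesions as negative for p63, by staining of protein rather than in this RNA. Here Trp63, the gene of p63, had 7.03 CPM in MT replicate 1 and 0.906 in MT replicate 2. It had 1.55 ± 0.229 (SD, n = 2) in WT and did not pass. Squamous differentiation is not excluded, since it sets no ratio between the MT libraries. Of the squamous genes, 5 rose with less than 2-fold between the MT libraries, Serpinb5, Ivl, Dsc3, Sfn and Tgm1. A candidate explanation that stays open is that tissue with squamous epithelium and striated muscle, such as esophagus, was taken along with the lung, because the further muscle genes, with Tnni2 at 141 and 18.1 and Atp2a1 at 140 and 11.6 CPM in MT replicates 1 and 2, repeat the ratio already seen in the muscle list and cannot tell esophagus from another source of muscle RNA. In WT lungs 8 of 24 squamous genes, 5 of 8 muscle genes and 8 of the 10 further ones had at least 1 CPM, and 3 of the squamous genes are in another list.

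Adora3 and Spp1 rose together with 9 of 15 genes of alveolar macrophages, a list with a median log2 fold change of 1.06 (quartiles 0.743 to 1.52, adjusted p = 0.561 with an estimated correlation). A larger share of macrophages may raise both genes. Adora3 lay 0.27 above that median, within 1 standard error of the quartiles of the alveolar type 2 list (0.965 to 1.30), so that the explanation cannot be told apart from a change in type 2 cells. Spp1 lay 0.64 above the median and above its upper quartile, with 3 of 15 macrophage genes higher, so that the explanation is neither excluded nor borne out. Expression in tumor cells, the biological explanation that the design names, was not tested.

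The read totals that the paper gives match the bin counts of the other genotype's libraries more closely than those of the same name. With the totals of the same names, the bin counts per read pair differed 2.36-fold between libraries, and with the totals of the other genotype they differed 1.02-fold (1.01528). Exchanged libraries are argued against by the proliferation genes, whose log2 fold change in MT had a lower quartile of 0.988 and was above 0 in all 33. An exchange of the totals in the paper's text is a candidate explanation. No biological explanation applies.

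Of 13 genes of alveolar type 2 cells 8 rose (4 without MT replicate 2), with a median log2 fold change of 1.16 over the list. Of 33 genes of proliferation 23 rose (13 without MT replicate 2), with a median of 1.22. Of 11 genes of gastrointestinal epithelium 5 rose, with a median of 1.01 (1.01 with Gkn1 at its bound), which was 1.55 without MT replicate 1. Each of these 3 lists had an adjusted p = 0.561 with an estimated correlation.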

How the results depend on the processing

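The alternatives that leave out genes by their ratio of MT replicates, count both directions together or set the log2 usage change at 2 were chosen after the result was seen. Of 91 named units past the thresholds, all kept direction and call with DESeq2, RLE factors, no filter, the exact test and without MT replicate 1. The call was lost for 7 with the largest bin per gene, 4 of those left without joined units, 1 with the replicate block, 13 without MT replicate 2 and all 91 without WT replicate 1 or 2. Genes higher numbered 0 to 1181 and genes lower 0 to 1339 with a library left out, 328 and 145 without joined units, 309 and 73 at an adjusted p under 0.05, 1833 and 1338 with no fold minimum and 33 and 1 when tested against a fold of 2. Fewer units are tested without joined units, and the other causes were not tested. Units with a change in exon usage numbered 4 to 99 with a library left out, 172 with DESeq2 fitted as DEXSeq does, 68 with that fit at a log2 usage change above 2, 57 with voom, 13 with edgeR above 2 and 0 without joined units, and the causes were not tested. In the main edgeR exon test 1.11% of bins had an unadjusted p under 0.05, and 0.280% did without joined units. With DESeq2 fitted as DEXSeq does the share was 5.67% and with voom 4.53%, so the edgeR test was the conservative one. All 18 lists lost their call with an estimated correlation and with fry, so that 0 remained. Of these lists, 18 kept it with RLE factors, both filters, the largest bin and the replicate block, 13 without joined units (3 lost it), 17 without WT replicate 1, WT replicate 2 or MT replicate 1, and 15 without MT replicate 2. Of the 17 other lists, 8 passed under an alternative, 4 of them with the replicate block, 5 without MT replicate 1, and 1 each with no filter, the largest bin, without joined units and without each of the other libraries. The 4 with the block, all lower, are those of fibroblasts (0.0490), mast cells (0.0303), adipocytes (0.0490) and the interferon response (0.0320). The exact test and the test of DESeq2 give no list test, and camera with the size factors of DESeq2 is the same test as with RLE factors. The log2 fold change with a library left out ran from 1.12 to 1.46 for Csf2, 1.09 to 1.54 for Adora3 and 1.35 to 1.98 for Spp1. Among genes not called, the sign turned with a library left out, between -0.056 and 0.39 for Pisd-ps1, -0.013 and 0.33 for Pisd-ps2, -0.77 and 2.18 for Trp63, -1.13 and 1.14 for Col17a1 (below 0 without MT replicate 2 for the Pisd genes and without MT replicate 1 for the others) and -0.65 and 0.37 for Itgad (above 0 without MT replicate 1 and, at 0.29, without WT replicate 2), and Itgad had 0.72 with the largest bin. When a library is left out, the lone library is assumed to vary like the other group. The labels and the paper do not say that replicate numbers pair the libraries, but Xist and Ddx3y split by replicate number in both genotypes. Across genes, which are not independent replicates, deviations of libraries with the same number had a Pearson correlation of 0.127, 0.0380 without sex-linked genes, and a Spearman correlation of 0.0805. With the replicate number as a block, 847 genes were higher, 768 of them the same genes.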

Differences from the paper's values

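The alternatives that count both directions together or set the log2 usage change at 2 were chosen after the result was seen. The paper gives 1513 genes with increased expression at its thresholds, and 790 were higher here at the same thresholds. Among the alternatives fixed before the data were examined, the count lay within 1.5 times the paper's without MT replicate 1 (1181) and with no minimum on the fold change (1833). It did not with DESeq2 (918), RLE factors (784), no filter (884), the stricter filter (737), the largest bin per gene (711), joined units left out (328), the exact test (975), the replicate block (847), a fold tested against 2 (33), an adjusted p under 0.05 (309), without WT replicate 1 (0), without WT replicate 2 (0) or without MT replicate 2 (907). Genes in both directions counted together, an alternative chosen after seeing the values, number 1089, which drops none of the genes Spp1, Csf2 and Adora3.

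The paper gives 33 genes with differential exon expression, and 26 units with 37 bins passed here, which is within 1.5 times. These may be unlike counts, since the 33 equals the number of bins in the authors' list. That list holds 6 of the genes the paper names and lacks Itgad, Ptprn and Klrb1b, so what the 33 counts stays unclear. Only 4 of the 26 units are in that list, and 6 are among the units past both thresholds in the authors' full table. The closeness of the counts is thus not one of genes. The authors' list of significant bins holds 33 bins in 25 units, all with positive values, while their full table holds 40 bins in 31 units past both thresholds. The log2 usage changes here are 2.09 times the authors' values over 3815 bins (quartiles 2.01 to 2.20, Spearman correlation 0.972 across bins), so that the same fold minimum is stricter on the authors' scale. On the nearest scale, a log2 usage change above 2, the count was 13 with edgeR and 68 with DESeq2 fitted as DEXSeq does. Of these units, 4 of the 13 and 18 of the 68 are among the 25 in the authors' list.

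The paper names Itgad, Col17a1, Dcstamp, Dmkn, Timp3 and Klrb1c among genes with differential exon expression, and no bin of these passed here, while bins of Ptprm, Vwf and Ptprn did. The edgeR test was conservative, with 1.11% of bins at an unadjusted p under 0.05, so these genes are not shown to be unchanged. The authors' table holds Klrb1b in place of Klrb1c. DESeq2 fitted as DEXSeq does called bins 42 and 50 of Col17a1, 3 and 18 of Itgad, 8 of Klrb1b, 3 of Ptprn and 2 of Timp3. Without MT replicate 2, both bins of Col17a1 and bin 1 of Dmkn were called, and limma voom and the fit without MT replicate 1 called bin 3 of Ptprn. Bin 6 of Dcstamp was called by none of the alternatives run.

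The paper gives 51756477 and 70406984 read pairs for the MT replicates and 79079459 and 63675355 for the WT replicates, while the total bin counts here were higher in MT replicate 1 than in any other library.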

Other observations

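Apart from the lists fixed before the data were examined, the comparisons of bins between the MT libraries and the bin of Kras were chosen after the result was seen. Of 11 genes of gastrointestinal epithelium tested, 5 were higher in MT and none was lower (5 adjusted over the list alone, camera adjusted p = 0.00177, and adjusted p = 0.561 with an estimated correlation). Gkn2, a stomach mucosal protein, had 0.0389 and 0.0648 CPM in the WT libraries and 27.6 and 113 in the MT libraries, a log2 fold change of 10.34 (standard error 1.07, adjusted p = 0.0343 from edgeR). The transcription factor Hnf4a rose by 5.82, the tight junction protein Cldn2 by 5.51 and the villus protein Vil1, named after its value was seen, by 3.24, while Gkn1 had no count in WT and 29 and 29 in MT. Without MT replicate 2 the log2 fold change was 8.98 for Gkn2, 3.68 for Hnf4a, 4.80 for Cldn2 and 1.27 for Vil1, and without MT replicate 1 it was 11.02 for Gkn2, 6.62 for Hnf4a and 4.04 for Vil1. That of Hnf4a was 5.22 without WT replicate 1 and 7.07 without WT replicate 2. The median ratio of MT replicate 1 to MT replicate 2 was 0.634 in this list, on the other side of 1 from the squamous and muscle lists.

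Of 10 neutrophil genes, the granule genes Ngp and Camp fell and none rose, Ngp by 1.82 on the log2 scale (2 lower adjusted over the list alone, camera adjusted p = 0.0150). None of 11 genes of B and plasma cells, 7 of NK cells and 9 of smooth muscle passed, over all genes or adjusted over the list alone, although the lists as a whole were lower by camera (adjusted p = 0.00964, 0.0110 and 0.0204). The neutrophil call was lost without WT replicate 2 (camera adjusted p = 0.210), that of B and plasma cells without MT replicate 1 (0.0649), and those of NK cells and smooth muscle without MT replicate 2 (0.0514 and 0.308). With the units that join transcripts left out, the lists of B and plasma cells and of smooth muscle lost it as well (0.0590 and 0.276), and the NK cell list had too few genes for the test. Without MT replicate 1, 5 neutrophil, 6 NK cell and 4 smooth muscle genes were lower, and without MT replicate 2, 1 gene of B and plasma cells was. For each of these 4 lists, camera gave an adjusted p = 0.561 with an estimated correlation. Of 14 monocyte and interstitial macrophage genes, Gpnmb, Trem2 and Ms4a7 rose by 2.15, 1.48 and 1.45 (camera adjusted p = 0.213, and 0.0293, higher, without MT replicate 1). Of 10 units of mast cells and basophils, Mcpt8 rose by 3.31 and Kit and Gata2 fell by 1.24 and 1.07 (1 higher and 3 lower adjusted over the list alone, camera adjusted p = 0.111). The list was lower by camera without WT replicate 1 (adjusted p = 0.0333), and without MT replicate 2 Kit and Gata2 lost their call, with log2 fold changes of -0.97 and -0.87, while without MT replicate 1, 6 of its genes were lower. Of 11 dendritic cell genes, Ccl22 rose by 1.12 and Cd209a fell by 1.94 (camera adjusted p = 0.416), with 0.92 for Ccl22 without MT replicate 2, short of the fold minimum, and -1.23 for Cd209a without WT replicate 2. The list of 14 fibroblast and matrix genes leaned lower, with a median log2 fold change of -0.28, and did not pass (camera adjusted p = 0.0589), although its elastin gene Eln rose from 136 ± 3.39 to 372 ± 8.40 CPM (SD, n = 2 each). It passed as lower with no filter (0.0443) and without MT replicate 1 (0.00812), when 2 of its genes were lower. Of 11 units of the epithelial-mesenchymal transition, Hmga2 rose by 2.43 and both units of Zeb1 fell (camera adjusted p = 0.148), and without MT replicate 2 the change was 1.82 for Hmga2 and, short of the fold minimum, -0.89 for 1 of the units of Zeb1. Of 11 hypoxia and glycolysis genes, Ankrd37 rose by 1.78 and Ldha by 1.03 (camera adjusted p = 0.0589), and of 13 genes of lipid synthesis, Scd1 rose by 1.15 (camera adjusted p = 0.111). Without MT replicate 1 both lists passed as higher (0.0490 and 0.0346), with 3 and 2 genes higher, that of hypoxia also with the largest bin per gene (0.0386) and without joined units (0.0194), and without MT replicate 2 Ldha and Scd1 fell short of the fold minimum with 0.77 and 0.80. In these 7 lists the counts of higher genes, and of lower genes apart from those of mast cells, were the same adjusted over the list alone. None of 12 T cell, 11 cardiac muscle, 8 adipocyte, 10 interferon response and 6 sex-linked genes passed, over all genes or adjusted over the list alone (camera adjusted p = 0.214, 0.404, 0.226, 0.0922 and 0.977). By camera, the interferon list was lower without WT replicate 2 (adjusted p = 0.0329) and without MT replicate 1 (0.00872), and the cardiac list without MT replicate 2 (0.00697). In these 2 lists and that of adipocytes, 2 interferon genes and 1 adipocyte gene were lower and 1 cardiac gene was higher without MT replicate 1, and 2 cardiac genes and 1 adipocyte gene were lower without MT replicate 2. In the cardiac list, Nppa had 186 CPM in MT replicate 2 and 2.56 in MT replicate 1.

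Of 12 markers of lung tumor histology, Krt14 and Krt5 rose by 3.88 and 3.78 and were higher in MT replicate 1, 15.5 and 82.6 CPM, than in MT replicate 2, 4.11 and 10.3, with log2 fold changes of 2.62 and 1.61 without MT replicate 1 and 4.53 and 4.62 without MT replicate 2 (2 adjusted over the list alone, camera adjusted p = 0.923, with a median of -0.04 although the test leaned upwards). Of these markers 3 were higher and 4 lower without MT replicate 1, and without MT replicate 2, 3 were higher. Nkx2-1, the gene of TTF-1, had a log2 fold change of 0.54 (standard error 0.17, adjusted p = 0.116 from edgeR). Trp63, the gene of p63, had 1.55 ± 0.229 CPM in WT and 7.03 and 0.906 in the MT libraries (adjusted p = 0.370 from edgeR). Of the neuroendocrine genes, Syp had a log2 fold change of -0.49, Chga one of -1.11 and Eno2 one of -0.29, and none passed.

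Of the 33 bins in the authors' list, 16 (48.5%) were at least 2 times higher in MT replicate 1 than in MT replicate 2, against 4.76% of 175711 bins with at least 20 counts in MT, and 7 had no count in WT. Among the 37 bins that passed here the number was 5. Bin 2 of Kras had 110 and 135 counts in WT and 352 and 295 in MT, a log2 usage change of 1.01 (adjusted p = 0.206 from edgeR).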
